A study of Homo sapiens with 26 samples. Its data were reported in "Cross-species identification of genomic drivers of squamous cell carcinoma development across preneoplastic intermediates" (2016).

How the data were processed

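Total RNA of 26 human skin biopsies was sequenced by the authors, 7 of nonlesional skin (NS), 10 of actinic keratosis (AK) and 9 of cutaneous squamous cell carcinoma (cuSCC), and grouped here by the deposited labels. For replicate 1 the description in the study and the label disagree on which tissue was sequenced, and the label, AK, was followed. Without this replicate AK versus NS gave 268 genes. The number in each label was taken as the patient, which gave 9 patients, 7 of them with all 3 kinds of tissue and 1 with repeated lesions. To check that these numbers pair samples, values were centred on the group means: the 27 pairs of samples with the same number and different group correlated with a mean r of 0.235 (-0.037 to 0.574, 21 above 0.1), and the 196 other pairs with -0.031.

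The deposited file holds 16952 gene symbols and 1 column per sample, and its values are a score made by the authors, not counts. According to the methods and the values themselves, the authors aligned read pairs with MOSAIK to GRCh37, counted them per gene with HTSeq, scaled the counts, applied the variance-stabilizing transformation of DESeq2, set the median of each experimental batch to the same value per gene, and returned the result to the linear scale. The values are whole numbers with a floor of 10, at which 1.19% of them lie. The batches are not in the labels. From the fine structure of the values the samples fell into a set of 16 (5 NS, 6 AK, 5 cuSCC) and a set of 10 (2 NS, 4 AK, 4 cuSCC), called the first and second sample set here. The medians of the 2 sets differed by under 0.005 in log2 for 99.98% of the 10517 genes with a median above 300, with a median absolute difference of 0.000188, against at least 0.0752 in each of 100 random divisions of the same sizes. Equal medians remove a difference in set level but also any real one that came from the unequal mix of groups in the sets. Since the depth is not in the file, the precision of single values could not be derived from counts, and errors given are spreads between samples.

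Gene symbols turned into numbers by spreadsheet software (24) and XIST, TSIX and Y-linked genes (13) were removed, which left 16915 genes, and 16853 with a value above 10 in at least 7 samples were tested. Positions for 16590 genes came from GENCODE 44 lifted to GRCh37, 1227 of them under another symbol of the gene. The design written before the data were examined had expected counts or normalized values, and its branch for normalized values was used: limma 3.58.1 in R 4.3.3 with an intensity trend on log2(value + 1), 1 model for all 3 groups without a patient term, and Benjamini-Hochberg adjusted p under 0.05. Patients give samples to more than 1 group, so the model without a patient term is compared with the patient as a fixed term and as a random effect (correlation 0.201). On simulated data with 200 changed genes among 16853 it was tested how many would be found: 70% with a log2 change of 1 and 95% with 2 in AK versus NS, 71% and 92% in cuSCC versus NS, and 77% and 98% in cuSCC versus AK, with 5.17%, 3.55% and 3.31% false calls. The simulated genes were drawn at random and had independent normal noise, without correlation between genes or within patients. These shares are therefore no bound on the real data: PTHLH differed by 3.25 between cuSCC and AK and was not called (limma adjusted p 0.187).

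Gene lists, 14 of programs and 17 of cell type markers, were also written before the data were examined, and the CIN70 members were written from memory with 68 entries. The mitochondrial list had no measured member. Lists were tested with camera in limma at a preset correlation of 0.01 and adjusted over 93 tests, with an estimated correlation and the rotation test fry beside it, which passed in 34 tests, 31 of them among the 45 that passed in camera. In 7 of the 93 tests the median, the mean and the test differed in sign, and 0 of these passed. Where p is called exact, the signs of all patient differences were flipped in every combination. The position of AK was 0.752 on simulated data built at 0.75. The stage groups were fitted per gene with nlme 3.1.168. They were tried on 2000 simulated genes, the changed ones with a log2 change of 2. There 100% of the early and 100% of the late ones were found with 2.56% of the unchanged ones called. A gene called in both steps counted as found, so these shares do not measure how well the stages are told apart. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

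Genes to be named were set by a rule: per comparison the 10 largest rises and falls among called genes with the same direction in all but at most 1 matched patient, up to 4 members of each list by adjusted p (the 2 highest expressed where none passed), and the genes the study measured by PCR and its transcription factors. The rule gave 314 pairs of gene and comparison, 156 of them called. The text names 130 of these, 117 called, and the selection from the rule was made after the values were seen. It adds 34 pairs from outside the rule, which are identified where they appear. Alternatives were the patient terms, another pseudocount of 20, quantile normalization, no filter and a strict filter, the groups or patients in the model, the threshold of the study, and each patient left out. Those by sample set, the sample set as a term and the subtraction of the floor were added after the data were examined.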

Results

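Gene expression in 26 skin biopsies from 9 patients was measured by RNA sequencing of total RNA. The biopsies fell into 3 groups: NS, the nonlesional skin with long ultraviolet exposure (7 samples from 7 patients), AK, the actinic keratosis that can precede carcinoma (10 samples from 9 patients), and cuSCC, cutaneous squamous cell carcinoma (9 samples from 8 patients). All 3 groups were available from 7 patients. The deposited values are a processed score per gene with a floor of 10, and their sums ranged from 21677751 to 32251753 per sample. These sums follow from the processing and are not sequencing depths. The paper gives a range of read pairs for the samples together and not the depth of each, so the depth behind each value is unknown. A change is given below as a difference of log2(value + 1) and understates the change of genes near the floor. Of 16853 genes tested in each comparison, 374 differed between AK and NS, 3177 between cuSCC and NS, and 0 between cuSCC and AK at an adjusted p under 0.05 in limma.

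**Figure D1:**
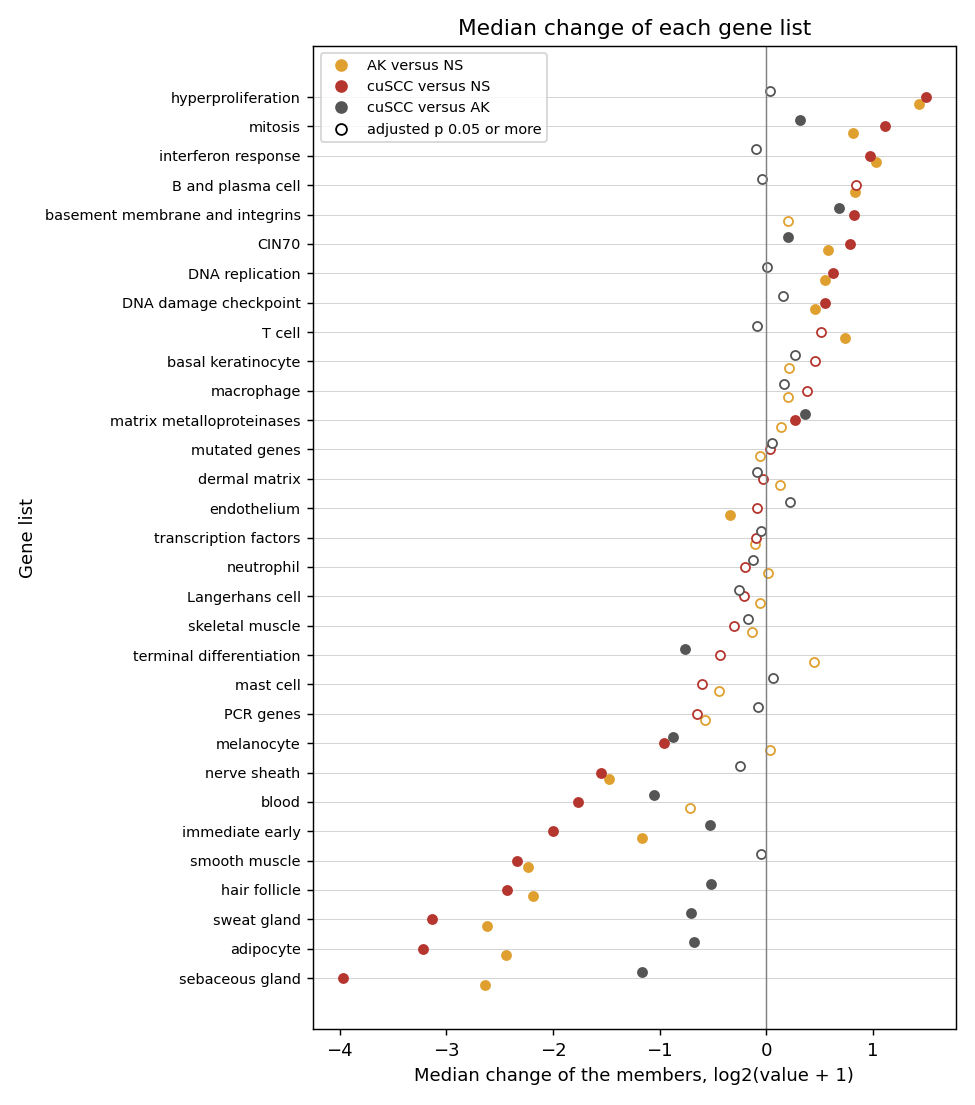
Median difference of log2(value + 1) over the measured members of each of 31 gene lists (vertical axis), in AK versus NS, cuSCC versus NS and cuSCC versus AK (colours); filled points passed camera with a preset correlation at an adjusted p under 0.05. The sebaceous gland list lies at -2.64 in AK and -3.97 in cuSCC against NS, and the mitosis list at 0.81 and 1.12.

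AK was compared with NS to see which transcripts separate the precursor lesion from exposed skin, which was available from 7 of the 9 patients with AK. Keratins of proliferating epidermis rose. KRT6C (chromosome 12, 52862300 to 52867589, GRCh37) went from 10.89 ± 0.89 (SD, n = 7) in NS to 14.48 ± 1.87 (SD, n = 10) in AK, a rise of 3.59 ± 0.79 (SE) with a limma adjusted p of 0.0156, and was higher in 7 of 7 matched patients. KRT16 (chromosome 17, 39766030 to 39772151) rose by 2.39 ± 0.47 (SE, adjusted p 0.00909, higher in 7 of 7 patients), and LCE3D, a cornified envelope gene of repairing epidermis, by 2.50 ± 0.56 (SE, adjusted p 0.0179, higher in 7 of 7). KRT6A rose by 1.91 ± 0.43 (SE, adjusted p 0.0179, higher in 6 of 7) and LCE3E by 2.36 (adjusted p 0.0355, higher in 7 of 7). KRT6A and KRT6C are near-identical paralogs, so the split of reads between them is uncertain. Of 32 measured members of the hyperproliferation list, 5 rose, 0 fell and 27 did not pass, and 17 rose when adjusted over the list alone and 8 with the patient as a term. The list was higher as a whole in camera (adjusted p 5.59e-12, median change 1.44), with an adjusted p of 0.257 with an estimated correlation. KRT77, a keratin gene, fell by 1.85 ± 0.48 (SE, adjusted p 0.0384, lower in 7 of 7 patients), the only one of 37 members of the terminal differentiation list to pass in limma. That list did not pass as a whole (adjusted p 0.109, median change 0.45; 0.0144 in the first sample set alone and 0.865 in the second). Whether KRT77 fell in the epidermis or in skin appendages, whose markers fell as well, was not tested.

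Cell cycle genes rose in AK as groups, and how many single genes passed depended on the patient term. CDK1, the kinase that drives entry into mitosis (chromosome 10, 62538089 to 62554610), rose by 1.10 ± 0.23 (SE, adjusted p 0.0118, higher in 7 of 7 patients). The spindle checkpoint genes MAD2L1 and ZWILCH rose by 0.89 ± 0.20 (SE, adjusted p 0.0176) and 0.71 ± 0.14 (SE, adjusted p 0.0112), each higher in 7 of 7. The recombination and helicase genes BRCA2 and BLM rose by 0.81 ± 0.19 (SE, adjusted p 0.0236) and 0.73 ± 0.17 (SE, adjusted p 0.024), each higher in 7 of 7. NDC80, NEK2 and FANCI rose by 0.97, 1.05 and 0.85 (adjusted p 0.0244, 0.0414 and 0.0407, each higher in 7 of 7), and ORC1, PTTG1 and ATM by 1.06, 0.87 and 0.57 (adjusted p 0.0305, 0.0448 and 0.0477, each higher in 6 of 7). In the CIN70 list, a signature of chromosomal instability with 68 measured members of which 23 also stand in other lists here, 5 rose, 0 fell and 63 did not pass, while 37 rose when adjusted over the list alone. Of 39 DNA replication genes 1 rose and 38 did not pass (31 rose adjusted over the list alone), of 31 mitosis genes 4 rose and 27 did not pass (27 rose and 1 fell adjusted over the list alone), and of 19 DNA damage checkpoint genes 4 rose and 15 did not pass (11 rose adjusted over the list alone). With the patient as a term 22 CIN70, 14 DNA replication, 16 mitosis and 7 checkpoint genes rose and none fell in limma. Camera gave adjusted p of 1.64e-15, 6.03e-14, 3.45e-13 and 3.05e-09 for these 4 lists, with median changes of 0.58, 0.55, 0.81 and 0.45. With an estimated correlation the adjusted p was 0.257, 0.257, 0.259 and 0.257. Each of the 4 lists passed in each sample set alone, with adjusted p of at most 1.53e-07 in the first and 9.06e-09 in the second.

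Interferon-stimulated genes were also higher in AK. OASL (chromosome 12, 121455566 to 121477049) rose by 2.21 ± 0.38 (SE, adjusted p 0.00347), the chemokine gene CXCL10 by 2.24 ± 0.56 (SE, adjusted p 0.0325) and EPSTI1 by 1.26 ± 0.32 (SE, adjusted p 0.0372), each higher in 7 of 7 patients. Of 33 members of the interferon list 3 rose, 0 fell and 30 did not pass, and 25 rose when adjusted over the list alone and 18 with the patient as a term (camera adjusted p 2.72e-14, median change 1.03). An estimated correlation gave an adjusted p of 0.257. Markers of T cells and of B and plasma cells had median changes of 0.74 and 0.83 and passed as lists with adjusted p of 0.000752 and 0.0143, but not with an estimated correlation (0.539 and 0.583) or in the second sample set alone (0.979 for both). None of the 14 T cell and 10 B and plasma cell members passed alone at 0.05 in limma, whether adjusted over all genes or over the list alone, while 1 and 2 rose with the patient as a term. ADAMDEC1, a protease gene of macrophages and dendritic cells, rose by 2.25 ± 0.59 (SE, adjusted p 0.0423) and AKR1B10, an aldo-keto reductase, by 2.12 ± 0.46 (SE, adjusted p 0.0143), each higher in 7 of 7.

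Genes of sweat glands, hair follicles, fat and smooth muscle fell in AK. DCD, the sweat gland peptide dermcidin (chromosome 12, 55038373 to 55042277), went from 16.56 ± 2.61 (SD, n = 7) in NS to 10.02 ± 3.60 (SD, n = 10) in AK, a change of -6.54 ± 1.45 (SE) with a limma adjusted p of 0.0162, lower in 7 of 7 patients. The gland genes SCGB2A2, PIP and SLC12A2 fell, with changes of -4.32, -3.87 and -2.01 (adjusted p 0.0189, 0.0113 and 0.00322, each lower in 7 of 7). KRT27 and KRT35, keratins of the hair follicle, fell, with changes of -3.12 (adjusted p 0.0397, lower in 7 of 7) and -2.94 (adjusted p 0.0228, lower in 6 of 7). The fat cell genes ADIPOQ and PLIN1 fell, with changes of -3.02 and -2.88 (adjusted p 0.019 and 0.0113), and CIDEC, AQP7 and PCK1 with -2.44, -1.27 and -2.28 (adjusted p 0.0192, 0.021 and 0.0419), all lower in 7 of 7. The smooth muscle genes CNN1, MYH11 and SYNM fell, with changes of -2.87, -2.53 and -2.07 (adjusted p 0.0143, 0.00631 and 0.00294), and ACTG2 and LMOD1 with -2.40 and -1.74 (adjusted p 0.026 and 0.0236), all lower in 7 of 7. The nerve sheath markers SCN7A and MPZ fell, with changes of -2.17 (adjusted p 0.00368, lower in 7 of 7) and -1.47 (adjusted p 0.00558, lower in 6 of 7). NRXN1, CDH19 and GFRA3 also fell, with changes of -1.53, -1.65 and -1.34 (adjusted p 0.0236, 0.011 and 0.0097, each lower in 7 of 7). In the sweat gland list 8 of 10 members fell, in hair follicle 7 of 22, in adipocyte 5 of 11, in smooth muscle 5 of 8 and in nerve sheath 5 of 7, and none rose. Adjusted over the list alone 10, 18, 11, 7 and 5 fell, and with the patient as a term 9, 14, 6, 8 and 5. None of the 15 sebaceous gland markers passed in limma, where 13 fell adjusted over the list alone and 0 with the patient as a term, over all genes or over the list alone. Camera adjusted p for these 6 lists in that order was 1.89e-13, 2.72e-14, 7.84e-11, 1.6e-10, 1e-07 and 1.17e-07. With an estimated correlation the adjusted p was 0.0675, 0.216, 0.103, 0.103, 0.0407 and 0.358, so that nerve sheath was the single one of 93 list tests to pass both ways, and none did with the patient as a term and an estimated correlation. Endothelium markers fell as a list (camera adjusted p 0.00491, median change -0.34, 0 of 10 members past the threshold in limma and 8 lower with the patient as a term), with an adjusted p of 0.534 with an estimated correlation and 0.744 in the second sample set alone. The rotation test fry, which does not compare a list with other genes, gave adjusted p of 0.263 for endothelium, 0.0798 for sebaceous gland, 0.221 for T cells and 0.289 for B and plasma cells. The other lists that passed camera in AK versus NS also passed fry (adjusted p of at most 0.0222).

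EGR1, an immediate early transcription factor gene, fell by 2.18 ± 0.51 (SE, adjusted p 0.0228, lower in 6 of 7 patients), the 1 of 17 immediate early genes to pass, and 13 fell when adjusted over the list alone (camera adjusted p 2.76e-10, median change -1.17). The list had an adjusted p of 0.256 with an estimated correlation. FOS changed by -1.60 ± 0.50 (SE) and did not pass (adjusted p 0.0789). SOX10, a gene of melanocytes and nerve sheath cells, fell by 1.22 ± 0.30 (SE, adjusted p 0.0304, lower in 7 of 7), and the other 8 melanocyte markers did not pass (list adjusted p 0.398). TIMP3 differed by -1.42 ± 0.39 (SE, adjusted p 0.051, lower in 7 of 7), and passed with the patient as a term (change -1.69, adjusted p 0.0111). HMGA2 differed by 0.95 ± 0.48 (SE, adjusted p 0.264, higher in 5 of 7). The other lists did not pass in camera, with adjusted p from 0.0643 for mast cells to 0.843 for Langerhans cells. With the patient as a term, the dermal matrix list (adjusted p 0.519 without the term) passed as lower with an adjusted p of 0.00542 and mast cells with 0.00239, with 4 and 3 members lower. Neither did with an estimated correlation besides (adjusted p 0.57 and 0.401).

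In AK versus NS 126 genes rose, 248 fell and 16479 did not pass in limma. With the patient as a block 413 rose and 680 fell, 1093 in all. The first sample set alone gave 12 rises and 64 falls and the second, which holds 2 NS samples, gave 0 calls with 824 genes at an unadjusted p under 0.05. The signs were the same in both sets for 373 of the 374 genes. The count rested on single patients: it was 18 without replicate 4, 29 without replicate 6, 139 without replicate 10, 209 without replicate 5 and 203 with 1 lesion of each kind per patient. Of the 45 called genes named above, 41 lost the call without replicate 6, 39 without replicate 4, 24 without replicate 10, 17 without replicate 5, 11 without replicate 2 and 10 without replicate 1. KRT27, KRT77, NEK2 and FANCI lost it in 7 of the 9 cases and ADAMDEC1, PTTG1, ATM and PCK1 in 6. OASL, SYNM and SCN7A kept it whichever replicate was left out (adjusted p of at most 0.044, 0.0395 and 0.0475).

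cuSCC was compared with NS to describe the transcripts of the carcinoma against exposed skin. KRT6C went from 10.89 ± 0.89 (SD, n = 7) in NS to 15.86 ± 1.96 (SD, n = 9) in cuSCC, a rise of 4.97 ± 0.81 (SE) with a limma adjusted p of 0.000459, higher in 6 of 7 patients. MMP1, a collagenase (chromosome 11, 102660132 to 102668891), rose by 4.78 ± 1.04 (SE, adjusted p 0.00362, higher in 6 of 7), and PTHLH, the parathyroid hormone-like hormone gene (chromosome 12, 28111017 to 28125666), by 4.17 ± 0.69 (SE, adjusted p 0.000603, higher in 7 of 7). SPRR3, a cornified envelope gene of mucosa, rose by 4.26 ± 0.94 (SE, adjusted p 0.00418, higher in 6 of 7), and KRT16 and KRT6A rose by 3.17 ± 0.48 (SE, adjusted p 0.000279) and 2.77 ± 0.44 (SE, adjusted p 0.000377), each higher in 7 of 7. KRT13, a keratin of mucosal epithelium, IGFL1, a growth factor-like gene, and TDO2, a tryptophan-degrading enzyme, rose by 3.94, 3.48 and 3.04 (adjusted p 0.0175, 0.00145 and 0.0012), higher in 6, 7 and 6 of 7 patients. Of the 32 hyperproliferation genes 12 rose, 0 fell and 20 did not pass, and 16 rose when adjusted over the list alone (camera adjusted p 2.11e-06, mean change 1.43). The hyperproliferation list had an adjusted p of 0.425 with an estimated correlation.

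Some of the metalloproteinase and basement membrane genes rose in cuSCC. MMP10, MMP11 and MMP13 rose by 3.44, 2.30 and 2.88 (adjusted p 0.00942, 0.00191 and 0.00287, higher in 6, 7 and 7 of 7 patients). MMP14 rose by 1.07 (adjusted p 0.0365, higher in 7 of 7) and MMP19 fell by 1.04 (adjusted p 0.0454, lower in 6 of 7). Of 20 metalloproteinase genes 5 rose, 1 fell and 14 did not pass, with 7 rises and 1 fall adjusted over the list alone. The integrin genes ITGB6 and ITGA6 rose by 1.89 (adjusted p 0.0118, higher in 6 of 7) and 1.54 (adjusted p 0.0125, higher in 7 of 7), and TNC, the matrix protein tenascin C, by 1.74 (adjusted p 0.036, higher in 7 of 7). Of 20 basement membrane and integrin genes 6 rose and 14 did not pass, with 8 rises adjusted over the list alone. That list also holds genes of secreted and cell surface proteins of the invasive edge, such as PTHLH and INHBA, which are neither basement membrane nor integrin genes, and PTHLH is among its rises. Camera gave an adjusted p of 0.0429 for metalloproteinases and 0.000249 for basement membrane and integrins. The adjusted p was 0.519 and 0.483 with an estimated correlation. The metalloproteinase list did not pass with the patient as a term (adjusted p 0.0983) or in the second sample set (adjusted p 0.116). In the dermal matrix list 4 of 21 genes rose, 5 fell and 12 did not pass (6 rises and 5 falls adjusted over the list alone), and the list did not pass (adjusted p 0.744, median change -0.03). The collagen genes COL3A1, COL5A1, COL5A2 and COL6A3 rose by 1.74, 1.58, 1.56 and 1.31 (adjusted p 0.0499, 0.0263, 0.0316 and 0.0388, higher in 6, 7, 7 and 7 of 7). Of the 9 replicates left out in turn, COL3A1 kept the call only without replicate 2 (adjusted p up to 0.144) and COL6A3 only without replicate 1 or 2. COL5A1 lost it without replicate 3, 4, 5 or 6 and COL5A2 without replicate 4, 5, 6, 8 or 10. FBLN1, FBLN5, DPT, OGN and MFAP4, genes of fibre assembly, fell, with changes of -1.65, -1.31, -1.64, -1.48 and -1.67 (adjusted p 0.0192, 0.0094, 0.0271, 0.0121 and 0.0197, lower in 6, 6, 7, 6 and 6 of 7).

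Cell cycle genes also rose in cuSCC. CDK1 rose by 1.27 ± 0.23 (SE, adjusted p 0.00122), PLK1, a mitotic kinase, by 1.30 ± 0.26 (SE, adjusted p 0.00193), and UBE2C, which helps to degrade cyclins, by 1.61 ± 0.31 (SE, adjusted p 0.00174), each higher in 7 of 7 patients. BLM and the checkpoint kinase gene CHEK1 rose by 1.00 (adjusted p 0.000852) and 0.90 (adjusted p 0.00381), higher in 7 of 7, and the replication genes GINS3 and CDC45 by 1.07 (adjusted p 0.00299, higher in 7 of 7) and 1.05 (adjusted p 0.00446, higher in 6 of 7). In CIN70 47 of 68 members rose, 19 did not pass and 2, UNG and DHCR7, fell, with changes of -0.70 and -1.60 (adjusted p 0.0309 and 0.0367, lower in 6 and 7 of 7). In mitosis 28 of 31 rose and 1, WEE1, fell by 0.92 (adjusted p 0.0169, lower in 6 of 7), in DNA replication 19 of 39 rose, and in DNA damage checkpoint 12 of 19 rose, with 50, 28, 27 and 16 rises in the 4 lists adjusted over the list alone. Camera adjusted p was 1.64e-15, 6.03e-14, 4.03e-09 and 1.57e-07 in that order, with median changes of 0.78, 1.12, 0.62 and 0.55. Their adjusted p with an estimated correlation was 0.257, 0.257, 0.425 and 0.257. EPSTI1, OASL and CXCL10 rose by 1.65, 1.90 and 2.47 (adjusted p 0.00206, 0.00227 and 0.00512, higher in 7, 6 and 7 of 7), and 10 of 33 interferon genes rose with 23 not passing (19 rises adjusted over the list alone, camera adjusted p 1e-07). The interferon list had an adjusted p of 0.442 with an estimated correlation.

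Immediate early genes fell in cuSCC. FOSB and NR4A1 changed by -4.22 ± 0.83 (SE, adjusted p 0.00185) and -3.71 ± 0.75 (SE, adjusted p 0.00227), and EGR1, EGR3 and FOS by -2.69, -2.45 and -2.35 (adjusted p 0.00168, 0.000679 and 0.00353), all lower in 7 of 7 patients. Of 17 members 11 fell, 0 rose and 6 did not pass, and 14 fell adjusted over the list alone (camera adjusted p 7.84e-11, mean change -1.89). An estimated correlation gave an adjusted p of 0.235. The list passed in the first and second sample sets alone (adjusted p 3.42e-10 and 2.12e-10).

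Appendage, fat, smooth muscle and nerve sheath markers also fell in cuSCC. DCD and SCGB2A2 changed by -7.81 ± 1.48 (SE, adjusted p 0.00149) and -5.26 ± 1.00 (SE, adjusted p 0.0015), the hair follicle keratins KRT71 and KRT25 by -5.00 (adjusted p 0.00279) and -4.67 (adjusted p 0.00265), and AWAT2, a wax synthase of sebaceous glands, by -4.81 (adjusted p 0.018), all lower in 7 of 7 patients. The fat cell genes PLIN1 and PLIN4 changed by -4.03 and -4.47 (adjusted p 0.000259 and 0.00158) and SYNM and MYH11 by -2.56 and -2.77 (adjusted p 9.06e-05 and 0.000809), each lower in 7 of 7. SCN7A changed by -3.07 (adjusted p 5.5e-05) and the haemoglobin genes HBB and HBA2 by -3.70 and -2.39 (adjusted p 0.000874 and 0.0145), each lower in 7 of 7. In sebaceous gland 13 of 15 members fell, in sweat gland 9 of 10, in hair follicle 17 of 22, in adipocyte 9 of 11, in smooth muscle 6 of 8, in nerve sheath 6 of 7 and in blood 2 of 4, and none rose. Adjusted over the list alone 14, 9, 19, 9, 8, 6 and 3 fell. Camera adjusted p in that order was 1.76e-08, 9.96e-11, 1.09e-12, 1.58e-09, 4.24e-07, 2.56e-06 and 0.00223. With an estimated correlation the adjusted p was 0.328, 0.103, 0.235, 0.133, 0.235, 0.0651 and 0.257. In the melanocyte list 4 of 9 genes fell and 5 did not pass, namely SOX10, MITF, MLANA and DCT, which fell, with changes of -1.85, -1.29, -0.95 and -1.89 (adjusted p 0.000563, 0.00593, 0.0381 and 0.0433), each lower in 6 of 7 (list adjusted p 0.000652, 4 falls adjusted over the list alone). The adjusted p of the melanocyte list was 0.328 with an estimated correlation.

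Members of the terminal differentiation list went both ways in cuSCC. KRT77, CST6, a protease inhibitor of the cornified layer, LIPK, an epidermal lipase, and TGM5, a transglutaminase, fell, with changes of -2.62, -2.56, -1.58 and -1.28 (adjusted p 0.00137, 0.014, 0.019 and 0.0239, lower in 7, 7, 6 and 6 of 7 patients), while HRNR, a filaggrin-like gene, rose by 3.04 (adjusted p 0.0225, higher in 6 of 7). Of the 37 terminal differentiation genes 4 fell, 1 rose and 32 did not pass, and the list had an adjusted p of 0.113, or 0.0296 with the patient as a term and 0.797 with an estimated correlation besides. For the falls in this list, epidermis and appendages were not told apart. Among basal keratinocyte markers DSG3 rose by 1.48 (adjusted p 0.00491, higher in 7 of 7), KRT15 fell by 1.38 (adjusted p 0.0293, lower in 7 of 7) and 6 did not pass (list adjusted p 0.357). The scavenger receptor gene MSR1 rose by 0.95 (adjusted p 0.00584, higher in 7 of 7), 1 of 9 macrophage markers to pass, KIT fell by 1.24 (adjusted p 0.0148, lower in 7 of 7), 1 of 7 mast cell markers, and CLDN5 fell by 1.09 (adjusted p 0.0201, lower in 7 of 7), 1 of 10 endothelium markers. PAX5 rose by 1.43 (adjusted p 0.0483, higher in 7 of 7), 1 of 10 B and plasma cell markers, and kept the call only without replicate 4 of the 9 replicates left out in turn (adjusted p up to 0.111). Of 10 skeletal muscle genes TNNT1 rose by 1.27 (adjusted p 0.0351, higher in 7 of 7) and ACTA1, TNNC2 and MB fell, with changes of -1.22, -0.65 and -1.07 (adjusted p 0.0339, 0.0429 and 0.0153, lower in 6, 7 and 6 of 7). Without the patient as a term the lists of endothelium, T cells, B and plasma cells and mast cells did not pass (adjusted p 0.18, 0.0561, 0.109 and 0.187), and with it they did (adjusted p 0.00421, 0.0129, 0.00189 and 0.0438), but not with an estimated correlation besides (adjusted p 0.425, 0.616, 0.435 and 0.532).

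Genes that the study followed by PCR in other samples, its transcription factors and mutated genes were looked up in cuSCC versus NS. These lists were taken largely from the study, which picked part of them from these samples, so their direction here is not independent evidence. Among the 5 PCR genes HMGA2, a chromatin protein gene of embryonic tissue (chromosome 12, 66218240 to 66360071), rose by 2.26 ± 0.49 (SE, adjusted p 0.00355, higher in 7 of 7 patients), while TIMP3, a metalloproteinase inhibitor, and FAM134B changed by -1.49 ± 0.40 (SE, adjusted p 0.0125, lower in 7 of 7) and -1.03 ± 0.27 (SE, adjusted p 0.0116, lower in 6 of 7). PTPN14 and ARHGAP24 differed by -0.65 (adjusted p 0.0525) and -0.41 (adjusted p 0.111), both lower in 7 of 7, and passed with the patient as a term (adjusted p 0.00333 and 0.0202) as well as adjusted over the list alone, where 1 gene rose and 4 fell. Among 19 transcription factor genes FOXF2 and TCF3 rose by 1.11 (adjusted p 0.00891, higher in 6 of 7) and 0.42 (adjusted p 0.045, higher in 6 of 7), and 14 did not pass (3 rises and 3 falls adjusted over the list alone). TCF3 lost the call without replicate 1, 2, 4, 5, 6, 8 or 10, with an adjusted p of up to 0.108. This symbol is the E2A gene, and the factor of Wnt signalling once called TCF3 is TCF7L1. TCF7L1 differed by -0.59 in cuSCC (adjusted p 0.181, lower in 5 of 7) and by -0.80 in AK (adjusted p 0.14, lower in 7 of 7), where it passed with the patient as a term (adjusted p 0.042). NFATC1, NFATC2 and FOS fell, NFATC1 and NFATC2 with changes of -1.36 (adjusted p 0.00481, lower in 6 of 7) and -0.77 (adjusted p 0.016, lower in 7 of 7). Among 15 genes of the mutated gene list, HRAS rose by 0.52 (adjusted p 0.0347, higher in 7 of 7), CDKN1A, ERBB2 and NOTCH2 fell, with changes of -1.31, -0.83 and -0.63 (adjusted p 0.00797, 0.00937 and 0.0182, lower in 7, 7 and 6 of 7), and 11 did not pass (2 rises and 3 falls adjusted over the list alone). That list is mixed. Besides mutated genes it holds CDKN1A, genes of the squamous lineage, and ERBB2 and RABL6, which the paper names as upstream regulators. The lists of PCR genes, transcription factors and mutated genes did not pass in camera (adjusted p 0.109, 0.479 and 0.519), nor did those of skeletal muscle, macrophages, Langerhans cells and neutrophils (adjusted p 0.223, 0.147, 0.357 and 0.525).

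In cuSCC versus NS 1574 genes rose, 1603 fell and 13676 did not pass in limma. The first sample set alone gave 103 rises and 218 falls and the second 0 rises and 54 falls, and 3166 of the 3177 genes had the same sign in both. The count was 1795 without replicate 10, 1846 without replicate 6, 1933 without replicate 5 and 2085 without replicate 4. Of the 86 called genes named for this comparison 50 kept the call whichever replicate was left out, and 31 lost it without replicate 10, 25 without replicate 6, 25 without replicate 5, 17 without replicate 8 and 16 without replicate 4. PAX5 and COL3A1 lost it in 8 of the 9 cases, MMP19, COL6A3 and TCF3 in 7, and TNC, DHCR7, DCT and TNNC2 in 6. MMP14, MMP19, TGM5, DPT, the 4 collagen genes, UNG, DHCR7 and WEE1 were chosen after their values were seen, as were PCK1, ACTG2 and NRXN1 in AK versus NS.

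cuSCC was compared with AK to look for what separates the carcinoma from this kind of lesion. The paper describes the AKs as physically distinct lesions, and several lay at another body site than the cuSCC. The AK sampled is therefore not known to be the precursor of the cuSCC sampled, and body site can differ within patients. No gene passed in limma, with 1511 genes at an unadjusted p under 0.05. With the patient as a term 13 genes passed, 11 higher and 2 lower in cuSCC, and with the patient as a random effect 3 of them, PTHLH, ARTN and ANGPTL1. PTHLH was higher by 3.25 ± 0.63 (SE) without the term, from 7.93 ± 1.95 (SD, n = 10) in AK to 11.17 ± 1.37 (SD, n = 9) in cuSCC with a limma adjusted p of 0.187, and it rose by 3.44 with the term (adjusted p 0.0159), higher in 8 of 8 matched patients. With the term SULF1, a heparan sulfatase gene, rose by 2.11 (adjusted p 0.0177) and the collagen IV genes COL4A1 and COL4A2 by 1.29 and 1.16 (adjusted p 0.0294 for both), each higher in 8 of 8. The collagen-binding integrin gene ITGA1 rose by 0.97 (adjusted p 0.0177), and FNDC1 and MFAP2, matrix genes, by 1.83 and 1.27 (adjusted p 0.034 and 0.0458), each higher in 8 of 8. ARTN, a neurotrophic factor gene, rose by 1.79 (adjusted p 0.0262, higher in 7 of 8), and CALD1, CD276 and MSR1 by 0.80, 0.92 and 0.76 (adjusted p 0.0186, 0.0294 and 0.0186, higher in 8 of 8). ANGPTL1, an angiopoietin-like gene, and ALDH2, an aldehyde dehydrogenase, fell, with changes of -1.03 and -0.55 (adjusted p 0.0284 and 0.0294), lower in 8 of 8. Without the term the adjusted p of the 13 genes lay between 0.0909 for ARTN and 0.554 for COL4A2. ARTN passed also when replicate 1 or replicate 6 was left out. These 13 genes, and MMP10, MMP11, MMP13, ITGB6, INHBA, ITGA5 and MLANA below, were chosen after their values were seen.

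**Figure D2:**
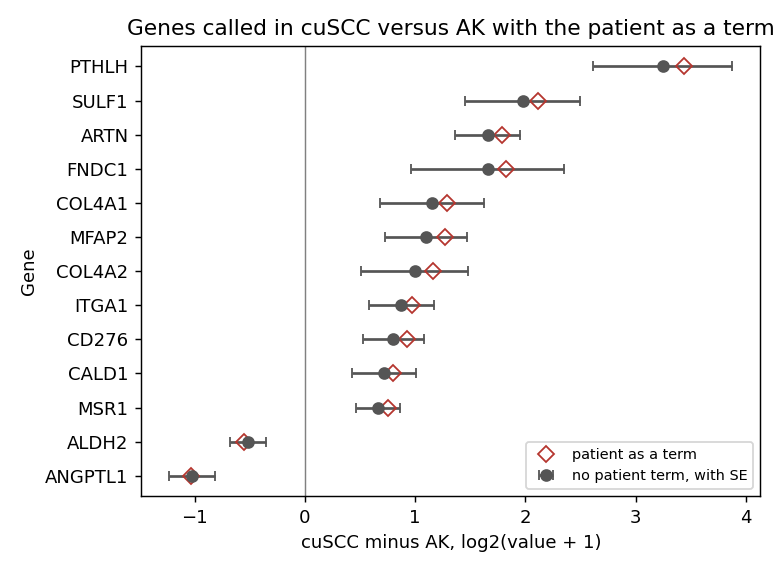
Difference of log2(value + 1) between cuSCC (n = 9) and AK (n = 10) for the 13 genes (vertical axis) that passed with the patient as a term; circles with SE bars come from limma without the patient term and diamonds from limma with it. PTHLH lies farthest to the right at 3.25 without and 3.44 with the term.

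As lists, basement membrane and integrin genes and metalloproteinase genes were higher in cuSCC than in AK. Of 20 basement membrane and integrin genes none passed over all genes in limma without the patient term, and PTHLH, ITGB6, INHBA and ITGA5, 4 in all, rose when adjusted over the list alone (camera adjusted p 3.87e-09, median difference 0.68). Of these PTHLH and INHBA encode secreted factors and are neither basement membrane nor integrin genes. An estimated correlation gave an adjusted p of 0.257. ITGB6 was higher by 1.57 ± 0.46 (SE) in 8 of 8 patients. Of 20 metalloproteinase genes MMP10, MMP11 and MMP13, 3 in all, rose adjusted over the list alone, by 2.32, 1.46 and 1.77 (camera adjusted p 0.00286, higher in 7, 8 and 8 of 8 patients). The adjusted p of that list was 0.328 with an estimated correlation. Both lists passed in each sample set alone (adjusted p 6.51e-08 and 7.72e-06 for basement membrane and integrins, 0.0155 and 0.0138 for metalloproteinases). CIN70 and mitosis genes were higher as lists (camera adjusted p 3.18e-05 and 1.48e-05, median differences 0.21 and 0.31, 0 members past the threshold in limma either way of adjusting), with adjusted p of 0.583 and 0.553 with an estimated correlation. DNA replication genes did not pass as a list (adjusted p 0.744, median difference 0.00), and the sample sets differed, with 0.0915 in the first and 1.33e-05 in the second. The checkpoint list did not pass either (adjusted p 0.187; 0.924 in the first set and 0.00302 in the second). HMGA2 was higher by 1.31 ± 0.45 (SE, limma adjusted p 0.486, higher in 7 of 8) and rose adjusted over the 5 genes of its list alone, where 1 rose and 1, ARHGAP24 with -0.42 (lower in 6 of 8), fell.

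Terminal differentiation and melanocyte genes were lower in cuSCC than in AK as lists. None of 37 differentiation genes passed in limma, over all genes or over the list alone, and the median difference was -0.77 (camera adjusted p 1.08e-08). The adjusted p was 0.463 with an estimated correlation. KRT1 and KRT10, the keratins of the suprabasal layers, differed by -0.87 ± 0.56 (SE, adjusted p 0.639, lower in 5 of 8 patients) and -0.87 ± 0.60 (SE, adjusted p 0.666, lower in 6 of 8). In the melanocyte list 6 of 9 genes fell adjusted over the list alone, among them TYRP1 and MLANA with -1.26 ± 0.45 and -0.99 ± 0.29 (SE, each lower in 6 of 8), and none over all genes in limma (camera adjusted p 2.13e-07, median difference -0.88). An estimated correlation gave an adjusted p of 0.216. Immediate early, sebaceous gland, sweat gland, hair follicle, adipocyte and blood genes were also lower as lists (camera adjusted p 0.000238, 0.00146, 0.0483, 0.00595, 0.0104 and 0.000693). With an estimated correlation their adjusted p was 0.483, 0.583, 0.583, 0.603, 0.491 and 0.235, and in the first sample set alone none of these 6 lists passed (adjusted p from 0.0528 to 0.412). With the patient as a term the sweat gland list no longer passed (adjusted p 0.242) and the endothelium and dermal matrix lists passed as higher (adjusted p 0.00594 and 0.0298, against 0.245 and 0.744 without it). Neither did with an estimated correlation besides (adjusted p 0.425 and 0.653). By fry, of the lists that passed camera in cuSCC versus AK, melanocyte and blood genes passed (adjusted p 0.0267 and 0.0443). The others did not pass fry, with adjusted p of 0.0617 for basement membrane and integrins, 0.153 for metalloproteinases, 0.39 for CIN70, 0.357 for mitosis and 0.328 for terminal differentiation. The 5 appendage, fat and immediate early lists had fry adjusted p from 0.328 to 0.517. The remaining lists did not pass in camera, with adjusted p from 0.135 for basal keratinocytes to 0.92 for the mutated gene list.

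The AK and cuSCC changes from NS pointed the same way. Of the 126 genes that rose in AK 124 also rose in cuSCC, and of the 248 that fell 237 also fell, and none was called in opposite directions. Both lists rest on the same NS samples, so part of this overlap can come from them, and its size without that was not counted. Across genes, which are not independent replicates, the changes correlated with r = 0.891 and a covariance of 0.279. Unchanged groups were simulated by reassigning the deviations of all 26 samples from their group means. Both simulated comparisons shared a simulated NS group, which was drawn from all samples and not from the NS samples alone. They gave a median r of 0.546 (range 0.145 to 0.884 in 100 draws) and a median covariance of 0.038. With the NS samples divided between the comparisons the median r over 70 divisions was 0.716 (range 0.612 to 0.815) and the covariance 0.248. AK and cuSCC also share patients, whose samples correlated (mean r 0.235). The simulation did not keep this pairing, and dividing the NS samples did not remove it. The r was 0.835 in the first and 0.896 in the second sample set. The difference in size between the AK and cuSCC changes was not tested gene by gene here beyond cuSCC versus AK. Over the 3177 genes called in cuSCC the median ratio of the AK change to the cuSCC change was 0.644, and over the 374 called in AK it was 0.884. Choosing genes by their call in cuSCC lowers the ratio and choosing them by their call in AK raises it.

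**Figure D3:**
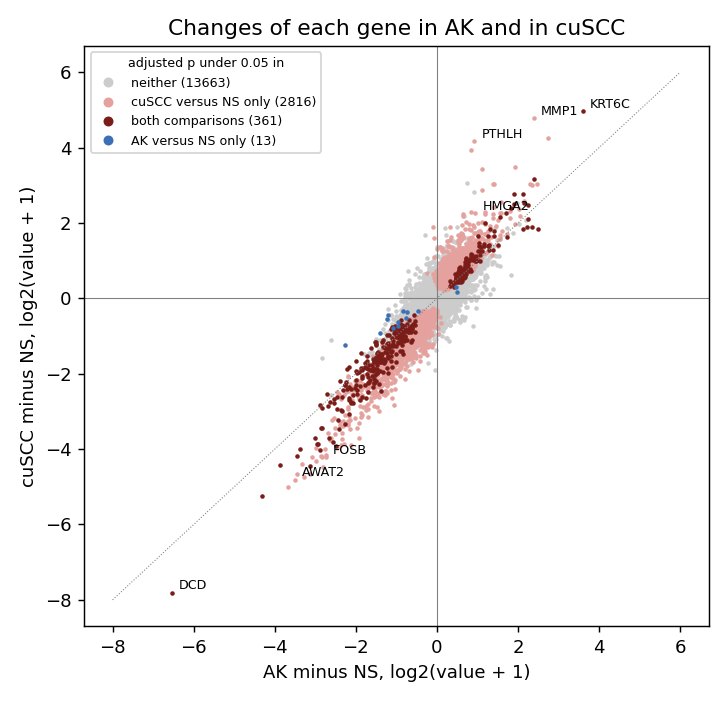
Difference of log2(value + 1) of each of 16853 genes in AK minus NS (horizontal axis) and cuSCC minus NS (vertical axis), coloured by where the gene passed at an adjusted p under 0.05 in limma; the dotted line marks equal changes. The 361 genes called in both comparisons lie along the line, with DCD at -6.54 and -7.81.

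To place each AK between the patient's own NS and cuSCC, its difference from NS was projected on the mean cuSCC minus NS difference of the other patients, on a scale where 0 is the own NS and 1 the own cuSCC. The mean position was 0.766 ± 0.405 (SD, n = 7), 5 of 7 patients lay above 0.5 and 2 lay above 1, and the mean did not differ from 0.5 (2-sided exact permutation p = 0.141, n = 7). In the first sample set alone it was 0.92 ± 0.424 (SD, n = 5), and the second set holds 2 complete patients, too few for a test. By correlation of gene-centred values, each across genes, AK had a mean r of 0.227 ± 0.274 (SD, n = 7) with the own cuSCC and 0.132 ± 0.286 with the own NS. The difference of 0.095 ± 0.473 was above 0 in 4 of 7 patients (2-sided exact permutation p = 0.656, n = 7), was 0.155 in the first sample set, and changed sign to -0.036 without replicate 6.

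**Figure D4:**
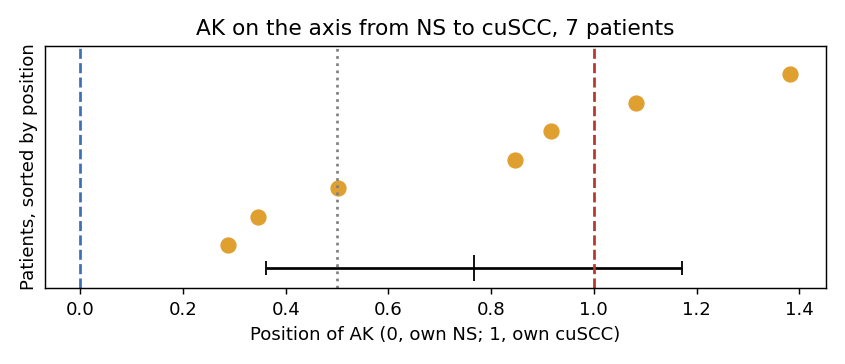
Position of AK on the axis from the own NS (0) to the own cuSCC (1) in 7 patients (points, sorted), with the mean and SD as a bar and a dotted line at 0.5. Positions run from 0.288 to 1.38.

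The CIN70 score, the log2 of the summed values of the 68 genes, was compared within patients, as a signature that the study also scored. It averaged 16.09 ± 0.13 (SD, n = 7) in NS, 16.36 ± 0.29 (SD, n = 10) in AK and 16.46 ± 0.37 (SD, n = 9) in cuSCC. AK exceeded NS by 0.37 ± 0.32 and cuSCC exceeded NS by 0.47 ± 0.40 (SD, n = 7), each in 7 of 7 patients. The 2-sided exact permutation p was 0.0156 for both with n = 7, the smallest that 7 patients can give (adjusted over 3 comparisons, 0.0234). cuSCC exceeded AK by 0.11 ± 0.26 (SD, n = 8) in 5 of 8 patients (2-sided exact permutation p = 0.281, adjusted 0.281). In the first sample set the differences from NS were 0.34 (exact permutation p = 0.0625, n = 5, the smallest possible) and 0.44 (exact permutation p = 0.188, n = 5), and in the second, with 2 patients, 0.42 and 0.42 (exact permutation p = 0.5, n = 2, the smallest possible). Whether the higher level of appendage, fat and smooth muscle markers in NS adds to the differences from NS was not tested.

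**Figure D5:**
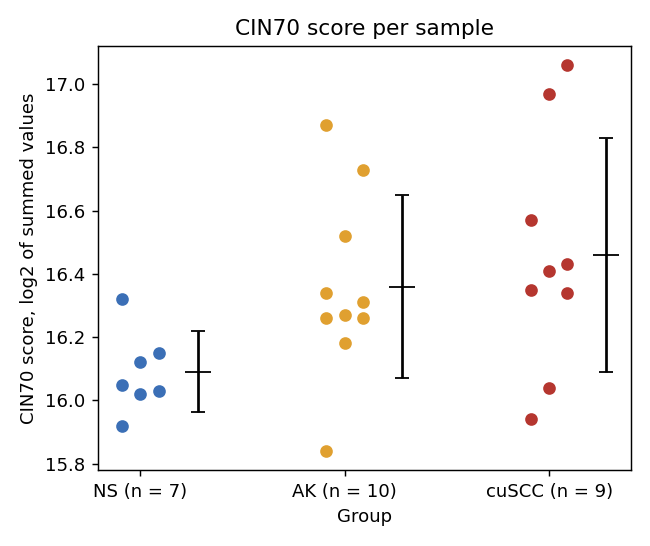
CIN70 score, the log2 of the summed values of 68 genes (vertical axis), for each sample (points) of NS, AK and cuSCC, with the group mean and SD beside them. The NS samples lie between 15.92 and 16.32 and the AK samples between 15.84 and 16.87.

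To sort genes by the stage at which they change, a mixed model with the patient as a random effect was fitted to the samples of the 7 complete patients. Of 16851 genes fitted, 6337 differed between cuSCC and NS at a nominal p under 0.05. Of these, 2883 also differed between AK and NS in the same direction (early, 1472 up and 1411 down), 1113 between cuSCC and AK (late, 601 up and 512 down), 222 in both steps, and 2119 in neither. Early rises held 46 of 68 CIN70 genes, 29 of 39 DNA replication, 24 of 31 mitosis, 18 of 33 interferon and 16 of 32 hyperproliferation genes, and none of these 5 lists had a gene in the late group, while 2, 0, 3, 0 and 1 of their genes changed in both steps. Early falls held 17 of 22 hair follicle, 9 of 10 sweat gland, 9 of 11 adipocyte, 8 of 8 smooth muscle and 11 of 17 immediate early genes, and 11 of 15 sebaceous gland genes fell in neither category. Late rises held 7 of 20 basement membrane and integrin genes, 4 of 20 metalloproteinase genes and 6 of 21 dermal matrix genes, lists with no early rise and 0, 2 and 8 early falls. At a Benjamini-Hochberg adjusted p under 0.05 in each contrast 532 genes were early, 1 late and 0 stepwise. In the first sample set alone there were 1643 early and 490 late genes, the early count was 1845 without replicate 4, and the late count was 576 without replicate 5. The count in both steps was 108 without replicate 5, 133 without replicate 10, 137 without replicate 8, 141 without replicate 4 and 362 without replicate 3.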

Values the study reported

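The study found that AK grouped with cuSCC in 6 of 8 complete sets by Pearson correlation. Its mixed model used 21 samples from 6 patients. In other matched sets PCR gave decreases of 2.9±0.6-fold for ARHGAP24, 3.0±0.4-fold for TIMP3, 3.2±0.4-fold for PTPN14 and 4.3±1.4-fold for FAM134B, and an increase of 45.4±14.5-fold for HMGA2, a predicted let-7 target (mean and s.e.m.).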

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

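Of the tests in this part, those of appendage and deep tissue in the NS biopsies and of its uneven amounts were written before their values were computed. All the others, and the count of patients in AK, were chosen only after the result was seen.

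For each named gene, the CIN70 score and the AK position, it was asked whether 1 sample of a group lies far from the others, by its gap to the nearest sample divided by the whole range of the group. This was so in 19 of 403 groups, where chance gives about 1 in 20, or 20.2 here. In NS a lowest sample lay apart for KRT27 (0.596), KRT77 (0.591), TIMP3 (0.641), FOSB (0.644), KRT25 (0.576), AWAT2 (0.624) and HBB (0.59), and a highest one for FAM134B (0.586). In AK a highest sample lay apart for TDO2 (0.495) and KRT13 (0.495), and a lowest one for PLIN4 (0.495), MITF (0.508) and TNNC2 (0.713). In cuSCC a lowest sample lay apart for KRT6C (0.62), OASL (0.547), KRT27 (0.523) and KRT71 (0.602), and a highest one for CDH19 (0.591) and ACTA1 (0.538). No explanation was tested for these.

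Whether grouping by chance gives as many called genes was counted over 100 splits of the same samples, the real one included. In AK versus NS the 374 genes were reached by 1 split, the real one, against 2 in the highest other. In cuSCC versus NS the 3177 genes were reached by 1 split, against 134. A share of 1 in 100 is the lowest that 100 splits can give, so chance is made unlikely for both and not excluded. With the patient as a term and labels reassigned within patients, 1093 genes in AK versus NS were reached by 1 split (highest other 2). The 4442 in cuSCC versus NS were reached by 1 (highest other 1570) and the 13 in cuSCC versus AK by 1 (highest other 0). The same limit holds there, and the 13 genes rest on the patient term, as the patient as a random effect gave 3. For cuSCC versus AK without the patient term the real count of 0 was reached by 100 of 100 splits (highest other 1). Any split reaches 0, so this count of splits decides nothing.

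Markers of sweat gland, hair follicle, sebaceous gland, fat, smooth muscle and nerve sheath were lower in AK and cuSCC than in NS (medians over 73 genes -2.28 and -2.56). The tables argue against a net fall of all tissue other than keratinocytes to the same extent. Over 54 markers of endothelium, dermal matrix, macrophages and T cells the median was 0.32 (SD 0.92) in cuSCC versus NS and 0.21 (SD 0.66) in AK versus NS. The 4 lists differed, with medians in AK of -0.34, 0.13, 0.21 and 0.74 in that order, and in cuSCC of -0.09, -0.03, 0.38 and 0.52. A smaller fall of single tissues is not excluded, since endothelium passed camera as lower in AK, and dermal matrix did with the patient as a term. These markers do not tell resident tissue from cells or stroma added in a lesion. A fall of resident tissue that was offset in this way is therefore not excluded. The tables also argue against the scaling of the sample sets. The median of the 6 lists was -2.55 in the set where it was nearer 0 and -3.71 in the other in cuSCC, and -2.09 and -2.48 in AK. More appendage and deep tissue in the NS biopsies cannot be told apart from a loss in the lesions: members of a list deviated together within groups (mean r 0.529, against a 95th percentile of 0.0406 in random lists), yet the lists were lower in 6 or 7 of 7 patients in cuSCC and in 7 of 7 in AK except sebaceous gland (4 of 7), and lesions and NS differ in both tissue and stage. According to the paper, NS was removed during reconstruction, cuSCC came from tumour cores, and AK often lay at another body site than NS. Manner of sampling and body site therefore differ with the group, also within patients, and were not tested. A loss of these structures in the lesion remains open and was not tested.

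Immediate early genes were lower in cuSCC than in NS. The tables argue against the scaling of the sample sets, since the list median was -1.66 in the set where it was nearer 0 and -2.38 in the other, and against handling that differed between patients, since cuSCC lay below NS of the same patient by a mean of -1.89 ± 0.30 (SE) in 7 of 7. Uneven amounts of appendage and deep tissue cannot be told apart from an effect of the carcinoma: with the level of the 6 lists as a covariate the difference was -0.75 ± 0.66 (SE), against -1.89 ± 0.41 without it. The paper states that cuSCC cores were taken before Mohs surgery and NS during the reconstruction. The step of collection therefore goes with the tissue and cannot be told apart from it here. Handling that differed between lesion and NS biopsies, such as time to freezing, was not tested and stays open, as does the biological difference between the tissues.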

How the results depend on the processing

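The sample sets alone, the sample set as a term, the subtraction of the floor, the blocked lists with an estimated correlation, and the patients left out of the list, CIN70, AK position and AK correlation tests were chosen only after the data were seen. Alternatives planned for counts (DESeq2, its size factors, surrogate variables) were not run, since the values are not counts.

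AK versus NS gave 374 genes, and 1093 with the patient as a term, 1193 with it as random, 694 with patient and sample set, 203 with 1 lesion of each kind per patient, 76 in the first sample set, 0 in the second in limma (824 at an unadjusted p under 0.05) and 3122 at the threshold of the study. Of the 374, 359 were kept with the patient as a term. The sample sets and single lesions hold fewer samples, and the cause of the other changes was not tested. Leaving out 1 patient gave 18 to 541, and 1093 to 3359 at the threshold of the study. cuSCC versus NS gave 3177 genes, 321 and 54 in the first and second sample set, 6239 at the threshold of the study and 1795 to 3214 leaving out 1 patient. cuSCC versus AK gave 0 genes in limma (1511 at an unadjusted p under 0.05), 13 with the patient as a term, 13 with patient and sample set, 3 with the patient as random and 0 to 1 leaving out 1 patient. At the threshold of the study it gave 3 genes, but 472 with the patient as a term, 481 with it as random, 208 with patient and sample set, 5 with quantile normalization and 0 with only the 2 groups fitted. Pseudocount, quantile normalization, filters, groups fitted, complete patients and the subtracted floor kept each count at an adjusted p under 0.05 within 1.5 times.

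The AK correlation difference of 0.095 reversed to -0.00231 without centring and to -0.036 without replicate 6 (range -0.036 to 0.191 leaving out 1 patient), and the cause was not tested. The AK position ranged from 0.671 to 0.851 leaving out 1 patient and was on the same side of its threshold in all settings. The CIN70 score differences from NS were 0.34 and 0.44 in the first sample set (adjusted exact p 0.188 and 0.281) and 0.42 and 0.42 in the second (adjusted exact p 0.5 for both), where 5 and 2 patients cannot reach the threshold. Leaving out 1 patient gave 0.28 to 0.41, 0.35 to 0.54 and 0.03 to 0.15 for the 3 comparisons. With the mean of the gene-wise log2 values as the score the 3 differences were larger, at 0.61, 0.83 and 0.23. Their adjusted exact permutation p was 0.0234, 0.0234 and 0.172. Of the stage counts, early was 532 at an adjusted p and 1643 in the first sample set (1845 to 2941 leaving out 1 patient), late 1 and 490 (576 to 1355), and both steps 0 and 47, with 120 without the patient (108 to 362). List tests passing fell from 45 to 1 with an estimated correlation and 0 with the patient as a term besides (44 to 50 leaving out 1 patient), and fry kept 31. T cells and B and plasma cells in AK versus NS turned lower in the second sample set and immediate early genes in cuSCC versus AK turned higher in the first, without passing there. The correlation of AK and cuSCC changes was 0.716 with NS divided.

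Over the named genes 3772 values under an alternative had the same direction and 0 the opposite one. 3124 stayed on the same side of the threshold, 593 fell short of it and 55 came past it. That count holds for a selection made after the values were seen. Over all 314 pairs picked by the rule, 156 of 7222 values changed sign, 31 of them in the second sample set and 14 in the first, 0 of them with an adjusted p under 0.05 in limma under either setting, while 596 fell short of the threshold and 46 came past it. Depth is not in the file, so what it limits could not be assessed, and differences of genes near the floor of 10 are understated.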

Other observations

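No test was added for this part. In these biopsies AK differed from exposed skin in the same direction as cuSCC for most of the genes called in AK, where both were set against the same NS samples. The cell cycle, hyperproliferation (5 of 32 genes in AK, 12 of 32 in cuSCC) and interferon lists were higher in both, with the preset correlation between genes. Appendage, fat, smooth muscle and nerve sheath markers were lower in both with the same setting. Whether this difference in tissue adds to the rises of the other lists was not tested. Of all these lists, nerve sheath in AK versus NS alone passed with an estimated correlation. Genes higher in cuSCC than in AK included PTHLH, SULF1 and the collagen IV genes, which passed with the patient as a term and not without it. With the patient as a random effect PTHLH passed, as did ARTN. SULF1, COL4A1 and COL4A2 did not (limma adjusted p 0.154, 0.24 and 0.283).

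The rise of HMGA2 in cuSCC versus NS was 2.26 in log2. It averaged 5.15 in NS, low on a score with a floor that understates such changes. As a fold this rise is far lower than the value quoted from the study above, which came from PCR on other samples. The scale can lower it, but how much of the gap it accounts for was not tested. TIMP3 differed by -1.49. As a fold this lies near the value quoted from the study above. FAM134B, PTPN14 and ARHGAP24 differed by -1.03, -0.65 and -0.41. As folds these are smaller than the values quoted from the study above, which came from PCR on other samples.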
